A study of Mus musculus with 8 samples. Its data were reported in "Conserved helical motifs in the IKZF1 disordered region mediate NuRD interaction and transcriptional repression" (2025).

How the data were processed

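Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA, in B3 cells, a mouse pre-B cell line transduced with Ikaros-ERt2. This construct joins the transcription factor Ikaros (IKZF1) to a hormone-binding domain of the estrogen receptor, so that 4-hydroxytamoxifen (4-OHT) moves it into the nucleus. Per the labels, cells were untreated (0 h) or had 500 nM 4-OHT for 30 min, 1 h or 2 h, with 2 replicates at each of the 4 time points, which makes 8 libraries. The 0 h libraries had no treatment, so an effect of 4-OHT or its solvent cannot be told apart from an effect of Ikaros in these comparisons.

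The authors aligned the reads with bwa through the nf-core ATAC-seq workflow, shifted the ends for the Tn5 offset, kept short fragments from nucleosome-free DNA and called peaks with MACS2 on each library alone, with no control library. The shift and the paired-end calling suit ATAC-seq. The methods text names a human genome for the alignment, but the peaks of all 21 chromosomes lie inside the mouse GRCm38 (mm10) chromosomes, and that build is used for every position here. The deposited lists hold, for each peak, the fold of the fragment pileup at its summit over the local background. This fold is a ratio with 1 added to both parts. The lists also hold the −log10 p-value and −log10 q-value of that excess, and the position of the summit. These values are the authors' own, belong to 1 list each and are not scaled between libraries. They were used to rank and filter peaks within a list and to recover fragments at the summit and the background of each library, and the recovered fragments over background were compared between libraries as an alternative to ranks. The lowest −log10 q was 1.3 in the lists, which is the caller's usual q-value threshold of 0.05. The study also removed regions of a published exclusion list, which was not used here. A count table was not used here, so no count model was fitted.

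Depth was read from the lists. In each, the deposited fold and −log10 p-value of a peak fix the number of fragments at its summit and the local background, because the caller derives both from a Poisson model. A whole number of fragments fitted 100.0% of the peaks in each of the 8 lists. The most frequent background among the weak peaks of a list, in fragments per base, stands for the depth of its library. Of 4984 simulated peaks, 99.98% came back with the right number of fragments. The median peak had 11 to 14 fragments at its summit, which limits the precision of a single peak.

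Peaks of the 8 lists that overlapped by any amount were merged into consensus regions. Similarity of lists was the Jaccard index over base pairs, compared by an exact permutation test over all ways to pair the libraries (one-sided). A region was lost at a time point if both 0 h lists and neither list of that time had a peak in it, and gained in the reverse case. These counts were set beside the same counts after the 4 libraries were split in the other ways, without a p-value, since 4 libraries allow only 3 splits. For change in rank, regions with a peak in all 8 lists were ranked within each list by the fold of their highest peak, turned into normal scores and fitted with limma (lmFit and eBayes, 4 time-point groups in 1 model). Regions past a Benjamini-Hochberg adjusted p of 0.01 were called lower or higher. Ranks are relative: a region can only rise in rank if others fall. Percentiles were taken within the tested regions. The limma fit was tested on simulated data for the comparison of 2 h with 0 h, with the 0 h means of the 47875 tested regions and their spreads drawn towards the median spread. With 200 regions changed between 0 h and 2 h, 49.5% were called, 92% of the 87 whose shift was at least 2, with 4 unchanged regions called, and with no changed region none of the 47875 was called.

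The transcripts of GENCODE M21 (basic set) gave transcription start sites, genes, exons and introns. A region with a start site within 1 kb was a promoter region and any other was distal. Shares of called regions were compared with Fisher's exact test, two-sided. Words that make up the Ikaros binding core (GGAA, TTCC, GGGA and TCCC) were counted in the 200 bp around the region's summit in the first 0 h library and compared with unchanged regions by a permutation test with 100000 resamples, two-sided; unchanged regions had an adjusted p over 0.05 and a mean shift within 5 percentile points. The word for the insulator protein CTCF was CCASYAGRKGGC on either strand, anywhere in the region. Regions near 17 genes that the study's text names as repressed were taken within 20 kb of a start site and compared with 10000 random lists of genes with as many tested regions. Regions and genes are not replicates in these tests. The single regions named in the text followed a rule that was set before the data were examined: those near the listed genes, and the 5 with the largest fall and the 5 with the largest rise in mean percentile from 0 h to 2 h among regions past the threshold whose 2 h libraries both lay beyond both 0 h libraries. Tests, samples, alternatives and that rule were chosen before the data were examined, except where the text says otherwise. A list of 8 other motifs was drawn up after the data were examined, and each was compared with unchanged regions of the same GC content by Fisher's exact test, with adjustment over the 16 tests.

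Alternatives covered other peak thresholds and overlap rules, lists reduced to 1 length, ranking by −log10 p-value, a replicate block, other sets of libraries and regions, a correction for GC content and length, and leaving out single replicates. All peaks lie on the 21 main chromosomes, so the use of all sequences in place of these would change nothing. Versions were python 3.11.15, scipy 1.17.1, pandas 2.3.3, R 4.3.3, limma 3.58.1 and bedtools 2.31.1.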

Results

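The series asks how accessible chromatin changes in the first hours after Ikaros enters the nucleus of pre-B cells. It holds 8 peak lists from ATAC-seq of B3 cells with Ikaros-ERt2, 2 from untreated cells (0 h) and 2 each from cells given 500 nM 4-OHT for 30 min, 1 h or 2 h. The lists of untreated cells held 93936 and 85903 peaks, those of 30 min 99888 and 87731, those of 1 h 103850 and 93462, and those of 2 h 103897 and 99060. Depth, as the background that the caller used, was 0.389 and 0.26 fragments per base at 0 h, 0.405 and 0.305 at 30 min, 0.366 and 0.312 at 1 h, and 0.337 and 0.317 at 2 h. The mean background was therefore similar at 0 h (0.3245 ± 0.0912, SD, n = 2) and at 2 h (0.327 ± 0.0141, SD, n = 2). Merging all peaks gave 174718 consensus regions, of which 47875 (27.4%) had a peak in all 8 lists and 107416 had a peak in both replicates of some time point.

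Replicates were compared first, since their spread is the error for the rest. Lists of the same time point shared 62.7% of their covered base pairs (Jaccard index, SD 0.359, 4 pairs), against 54.7% (SD 6.48, 24 pairs) for lists of different time points. The difference of 7.96 percentage points was the largest of the 105 ways to pair the libraries (exact permutation test, one-sided, p = 0.00952, the smallest p this design allows). Similarity to the 0 h lists fell with time, from a mean of 53.8% for 30 min to 48.1% for 1 h and 45.4% for 2 h (4 pairs each). The lists of 1 h and 2 h were as similar to each other (61.9% to 62.6%, 4 pairs) as the replicates of 1 h (62.6%) and of 2 h (62.4%), so this measure did not separate these time points. Among the alternatives, the excess ranged from 5.75 points, without the second 0 h replicate, to 9.08 points, with only peaks of −log10 q of at least 5.

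Regions present in both untreated libraries and in neither treated library measure loss. At 30 min, 7617 regions were lost and 7527 were gained. At 1 h, 10164 were lost and 13007 gained, and at 2 h, 11581 were lost and 16223 gained. These were 10.9%, 14.6% and 16.6% of the 69814 regions present in both 0 h lists for losses. When the same 4 libraries were split in the other ways, which put 1 library of each time on either side, the counts lay between 1010 and 3394, so each count of lost or gained regions was larger than what the split of replicates gave. Most lost and gained regions were weak: at 2 h the median percentile within the lists was 36.9 for lost and 34.3 for gained regions, with a median of 9.5 and 9.0 fragments at the summit. Among regions with over 20 fragments at the summit, 1343 were lost and 791 gained at 2 h, a limit chosen after the data were seen. The excess of gained over lost regions did not hold under every setting. With every list reduced to its 85903 strongest peaks, 13248 regions were lost and 11938 gained at 2 h. Without the second 0 h replicate, which had the lowest depth, 22820 were lost and 19891 gained at 2 h.

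**Figure D1:**
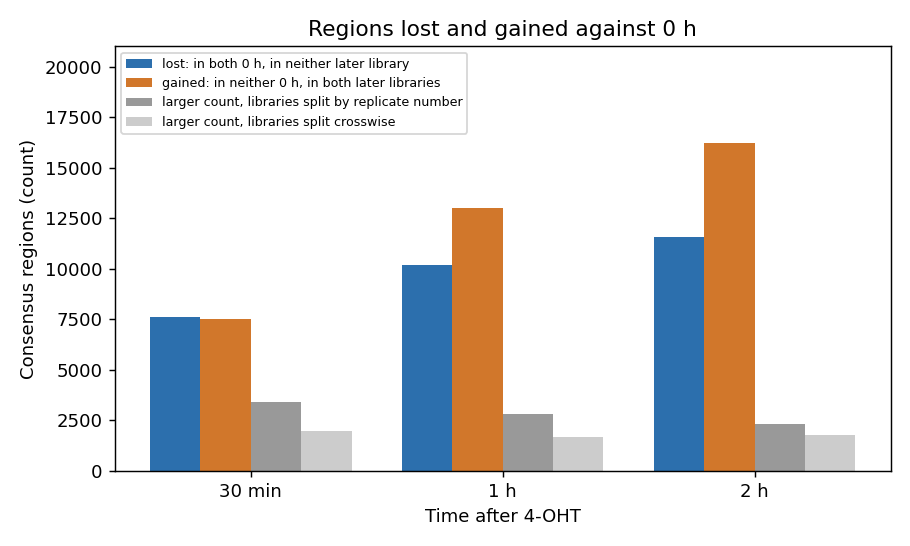
Bars give the number of consensus regions (y axis) lost and gained against 0 h at 30 min, 1 h and 2 h (x axis), beside the larger count of each of the other ways to split the same 4 libraries. Lost and gained counts lie between 7527 and 16223 and the other splits give at most 3394.

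The strength of regions was compared by rank among the 47875 regions with a peak in all 8 lists. Between replicates of a time point the normal scores correlated at 0.852 to 0.869 across regions, and between 0 h and 2 h libraries at 0.572 to 0.59. At 2 h, 2256 regions (4.71%) were lower and 1092 (2.28%) higher in rank than at 0 h (limma, adjusted p under 0.01). At 1 h, 1204 were lower and 526 higher. At 30 min no region passed the threshold in either direction, while 4759 were lower and 4552 higher at an unadjusted p under 0.05. Lower regions made up 67.4% of the calls at 2 h. This split depends on the scale: when ranks were taken among all peaks of a list, 1319 were lower and 1190 higher (52.6% lower), and on recovered fragments over background 3561 were lower and 3784 higher (48.5% lower). On that last scale the median region rose by 0.20 (log2) from 0 h to 2 h, and with each library centred on its median 4786 regions were lower and 2796 higher (63.1% lower). These 3 scales were chosen after the data were seen. Of the settings chosen earlier, the one that moved the share of lower regions most was an adjusted p under 0.05, with 5300 lower (11.1%) and 3993 higher (8.34%). Over the 126504 regions with a peak in at least 2 libraries, 7933 (6.27%) were lower and 2990 higher.

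The regions lower at 2 h lay at a mean percentile of 76.3 ± 0.25 (SD, n = 2) at 0 h, 44.3 ± 0.31 at 30 min, 28.4 ± 0.068 at 1 h and 20.2 ± 0.08 at 2 h. Those higher at 2 h went from 20.8 ± 1.0 to 49.2 ± 0.3, 63.2 ± 0.088 and 71.6 ± 0.23 (SD, n = 2 each). The 10478 unchanged regions lay at 56.3 ± 0.18 at 0 h and 56.4 ± 0.004 at 2 h. Both classes were selected on their 0 h and 2 h values, and the shifts at 30 min and 2 h share the 0 h libraries. At 30 min, 2232 of the 2256 lower regions (98.9%) and 1081 of the 1092 higher regions had moved the same way, by a median of 0.534 and 0.594 of their shift at 2 h. Shared libraries raise these values. In simulations with 30 min unchanged from 0 h and 2 h as measured, 60.3% and 65.4% moved the same way, by a median fraction of 0.0341 and 0.0516. In simulations with no change at any time point only noise was selected. There 86.1% and 89.1% moved the same way, by a median fraction of 0.503 and 0.5. The fractions with shared libraries alone therefore do not show an early shift if the selected shifts are noise. That setting is an extreme, since no region passed the threshold in simulated data with no changed region. With a different 0 h library for each shift and as many regions ranked by their 2 h shift, 97.3% and 94.4% moved the same way, by 0.488 and 0.444 of the 2 h shift. These checks were added after the first values had been seen. At 1 h, 1042 of the lower and 453 of the higher regions were also past the threshold. No region differed between 2 h and 30 min at an adjusted p under 0.01 (limma), and 8103 did at an unadjusted p under 0.05, where chance alone gives about 2394. With a mean trend and robust prior, 40 regions were lower and 12 higher at 2 h than at 30 min (limma, adjusted p under 0.01). Across all tested regions, the shifts at 30 min and 2 h correlated at 0.756, against 0.499 in 20 simulated sets of unchanged groups that share their 0 h libraries in the same way. With a different 0 h library for each shift, the correlation was 0.529, against a simulated value near 0 (−0.00066). Regions are not independent replicates, so these correlations describe the libraries.

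**Figure D2:**
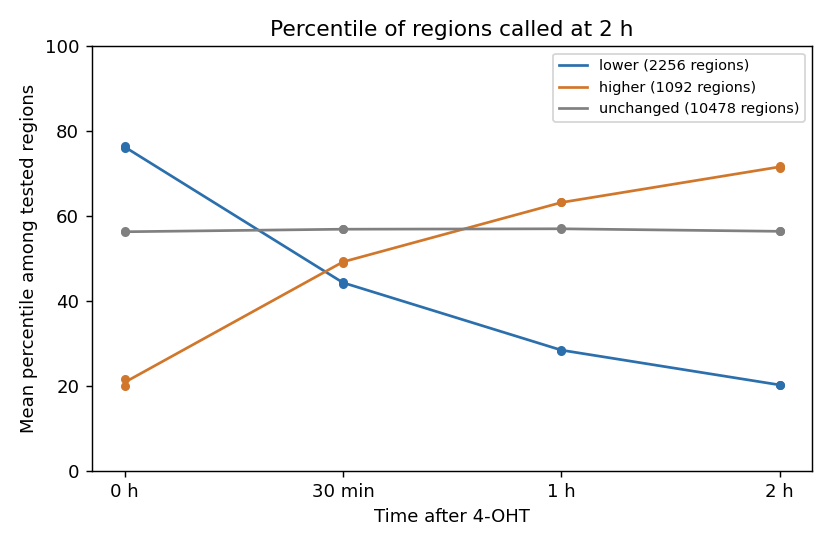
Mean percentile among the tested regions (y axis, 0 to 100) of the regions called lower, higher or unchanged at 2 h, by time after 4-OHT (x axis). Points are the 2 libraries and lines their mean. Lower regions fall from 76.3 to 20.2 and higher regions rise from 20.8 to 71.6.

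Promoters and other regions were compared because the study asks whether promoters and enhancers respond alike. Position alone was used, since marks of active enhancers were not analysed here. Of 33585 distal regions 1801 (5.36%) were lower at 2 h, and of 14290 promoter regions 455 (3.18%), an odds ratio of 1.72 (Fisher's exact test, two-sided, p = 1.72e-26). Matched on their percentile at 0 h, the odds ratio was 2.79. Higher regions were more often distal too: 963 of 33585 (2.87%) against 129 of 14290 (0.903%), an odds ratio of 3.24 (Fisher's exact test, p = 2.25e-46). The odds ratio of 3.24 was not matched on the percentile at 0 h. A difference in starting percentile between distal and promoter regions may therefore contribute to it.

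Ikaros core words were counted to ask whether sites that close carry more Ikaros motifs. Lower regions held 3.03 ± 1.16 core words per 100 bp (SD, 2256 regions), unchanged regions 2.18 ± 1.1 (SD, 10478 regions) and higher regions 1.52 ± 0.95 (SD, 1092 regions). The difference between lower and unchanged regions was 0.853 words per 100 bp, and that between higher and unchanged regions was −0.657 (permutation test, two-sided, p = 1e-05 for both, the smallest that 100000 resamples can give). The spread within each class was larger than these differences, so a single region cannot be assigned from its words. Against unchanged regions of the same GC content the differences were 0.862 and −0.547. With only GGGAA and TTCCC counted they were 0.151 and −0.111. Regions were not matched on their percentile at 0 h, whose median was 80.0 for lower, 59.9 for unchanged and 13.1 for higher regions. Starting strength may therefore contribute to both differences. Regions with a CTCF motif were compared because the study also examined CTCF sites. The motif alone was used, since binding of CTCF was not analysed here. These regions were rarely lower: 28 of 4426 (0.633%) against 2228 of 43449 (5.13%) of the others, an odds ratio of 0.118 (Fisher's exact test, two-sided, p = 8.77e-61). They were also less often higher, 69 of 4426 (1.56%) against 1023 of 43449 (2.35%), an odds ratio of 0.657 (Fisher's exact test, p = 0.000475). Neither CTCF comparison was matched on the percentile at 0 h.

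**Figure D3:**
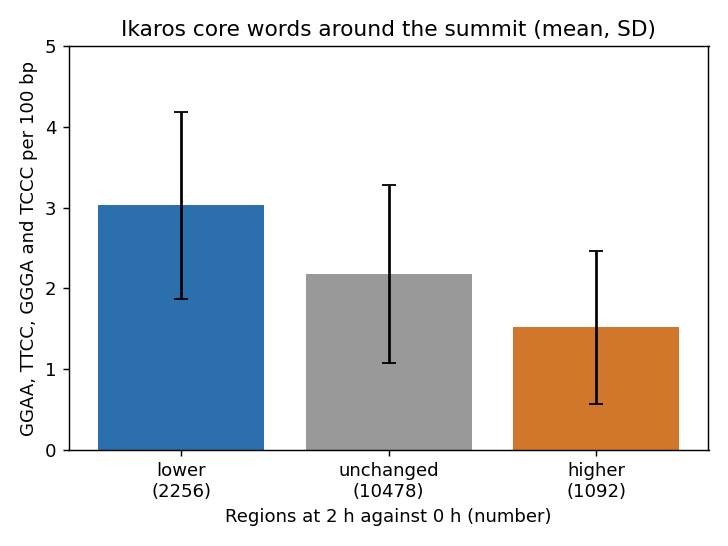
Bars give the mean number of GGAA, TTCC, GGGA and TCCC words per 100 bp (y axis) in the 200 bp around the summit of regions lower, unchanged and higher at 2 h (x axis), with error bars of 1 SD across regions. The means are 3.03, 2.18 and 1.52.

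The 17 genes that the study's text names as repressed were examined for regions within 20 kb of their start sites. The study reports many more repressed genes, which were not tested here. It names some of the 17 for nearby enhancers that lost an activity mark. The test therefore speaks only for these 17 genes. The 17 genes lay near 72 distinct tested regions, of which 6 were lower and 3 higher at 2 h. Adjusted over the list alone, 8 were lower and 3 higher (limma, adjusted p under 0.01). Counting a region once for each gene it lies near, 6 of 77 (7.79%) were lower, against a median of 3.9% in random lists (permutation test, one-sided, p = 0.0822). With each region counted once, 6 of 72 (8.33%) were lower (permutation test, one-sided, p = 0.0323). The random lists kept the same median (3.9%) and 95th percentile (7.79%) under both ways of counting. The p fell because the same 6 regions were divided by 72 in place of 77, so it does not show a larger excess. Counting each region once is therefore not read as a pass. That count was also tried after the first result had been seen, so the share is reported as not past 0.05. The lower regions lay near 5 of the genes. One spans the Bcl11a start site (chromosome 11, 24077953 to 24078140) and fell from percentile 27.8 ± 1.81 at 0 h to 0.436 ± 0.115 at 2 h (SD, n = 2, limma adjusted p = 0.00144). One in an intron of Plekho2 (chromosome 9, 65578991 to 65579213) fell from 47.9 ± 0.727 to 0.605 ± 0.753 (adjusted p = 0.00241), and near that gene 2 regions were lower and 1 higher. Others lay between genes 10010 bp from the Itga5 start site, in an intron of Ramp1, and in an intron of Endod1, where 2 nearby regions were higher. The Endod1 region had an adjusted p of 0.00809 (limma), close to the threshold. No tested region near the other listed genes was lower at the threshold. A tested region has a peak in all 8 lists, so a site whose peak was lost could not be called lower. Lost regions near these genes were not counted here. The region that fell most near Igll1 and Vpreb1, which share it, had an adjusted p of 0.0537 (limma), and those near Dntt and Myc had 0.0581 and 0.0552.

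All 2256 regions lower and 1092 higher at 2 h had both 2 h libraries beyond both 0 h libraries. The largest fall was in an intron of Nf2 (chromosome 11, 4784610 to 4784982, GRCm38), from percentile 96.4 ± 1.0 to 2.48 ± 1.6 (SD, n = 2, limma adjusted p = 0.000958), with 70 and 52 fragments at the summit at 0 h and 5 and 6 at 2 h. The next were in a coding exon of Spns3 (chromosome 11, 72538228 to 72538470), an intron of Cdk6 (chromosome 5, 3472710 to 3473093), between genes 8735 bp from a start site of Ywhah (chromosome 5, 33009792 to 33010081) and an intron of Slc30a5 (chromosome 13, 100809944 to 100810265). The smallest of these 5 falls was that in Slc30a5, whose percentile fell by 91.2 points. The Nf2 region lay at 26.0 ± 7.1 at 30 min and at 5.6 ± 5.1 at 1 h. The largest rise was between genes, 29879 bp from a start site of Lyz1 (chromosome 10, 117322747 to 117323027), from 6.3 ± 7.0 to 97.0 ± 1.2 (adjusted p = 0.000958), with 8 and 4 fragments at 0 h and 74 and 61 at 2 h. The others were in an untranslated exon of Gca (chromosome 2, 62691900 to 62692172), 904 bp from a start site of Gm43769 (chromosome 5, 65910420 to 65910720), in an intron of Gm49171 (chromosome 14, 74099744 to 74099960) and 7830 bp from a start site of AC154685.1 (chromosome 17, 88176317 to 88176572), with rises of 89.0, 86.4, 85.3 and 82.6 points. All 10 kept their direction and passed the threshold when ranked by −log10 p-value.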

Values the study reported

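The study called 106909 ATAC peaks from reads of nucleosome-free DNA. It reported that 12.7% of them lost accessibility within 2 h of induction and that 3.4% gained it, at an adjusted p below 0.01. Among accessible sites in active enhancers 30% lost accessibility, and among those in active promoters 15% did.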

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

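The alternatives chosen only after the results were seen were the 3 other scales for strength (rank among all peaks of a list, recovered fragments over background, and the same fragments centred on each library's median), the restriction of lost and gained regions to strong ones, the count of each region once, the core words without EBF sites, in distal regions alone or as GGGA and TCCC alone, and the fits without single replicates for the shift correlation, the named regions and the comparisons of promoters, CTCF motifs, core words and listed genes, and all alternatives for the comparison of 2 h with 30 min.

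The excess similarity of replicates was positive under the settings tried, from 5.75 to 9.08 percentage points, but not between 1 h and 2 h: lists of 1 h and 2 h shared 61.9% to 62.6%, as much as their replicates did. Without 1 h replicate 2 (8.77 points) or 2 h replicate 2 (8.22 points), 2 of the 105 ways to pair the libraries, the real one included, gave an excess as large, against 1 under the other settings. The odds ratio of distal against promoter regions ranged from 1.4 to 2.79, that of CTCF regions from 0.109 to 0.137, the core word difference of lower regions from 0.151 to 0.868 and that of higher regions from −0.696 to −0.111, all past the threshold of their tests. The smallest differences came from the longer words GGGAA and TTCCC, which are rarer by construction.

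Counts of lost and gained regions moved by less than 1.5 times with −log10 q of at least 5 in every list, with lists of equal length, with summit windows and with the stricter overlap. Strong regions are fewer by construction. With over 20 fragments at the summit, 511 were lost and 209 gained at 30 min, 1038 and 525 at 1 h, and 1343 and 791 at 2 h. With −log10 q of at least 5 in both libraries and no peak at the other time, these were 3502 and 2730, 5360 and 6327, and 6405 and 8502. Leaving out 1 library relaxes the definition, since 1 list then stands for a time point. Over the 4 such sets at each time, lost regions ranged from 9779 to 18253 at 30 min, from 12601 to 21195 at 1 h and from 14305 to 22820 at 2 h, and gained regions from 10526 to 22299, from 16465 to 29350 and from 19891 to 31794. The order of gained and lost at 2 h reversed without 0 h replicate 2, in lists of equal length and among regions with over 20 fragments.

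The number of regions past the threshold depended on the setting, while lower regions outnumbered higher ones at 1 h and 2 h at an adjusted p under 0.01 in every setting except recovered fragments over background at 2 h. At an adjusted p under 0.05 the order also reversed when ranked among all peaks of a list (2631 lower and 3773 higher at 1 h, 4099 and 5579 at 2 h) and on recovered fragments at 1 h (4758 and 5537). On recovered fragments over background, 829 were lower and 168 higher at 30 min, 2677 and 2071 at 1 h, and 3561 and 3784 at 2 h. Centred, these were 874 and 218, 3451 and 1774, and 4786 and 2796. With regions in at least 2 libraries they were 695 and 34, 5482 and 1680, and 7933 and 2990, where a missing peak takes the lowest rank. With a mean trend and robust prior they were 209 and 157 at 30 min, 2121 and 1486 at 1 h, and 2256 higher at 2 h. At an adjusted p under 0.05 they were 712 and 336, 3915 and 2746, and 5300 and 3993. With −log10 q of at least 5, 65 were lower and 16 higher at 30 min. Ranked among all peaks of a list, 500 were lower at 1 h and 1319 at 2 h. With only the 4 libraries compared, 449 were lower and 95 higher at 1 h and 635 higher at 2 h, since fewer libraries give a less precise spread. Without single libraries of another time point, 274 to 372 were higher at 1 h, 1835 to 1917 lower and 746 to 863 higher at 2 h, and 0 at 30 min. Between 2 h and 30 min, 40 were lower and 12 higher at an adjusted p under 0.01 with a mean trend and robust prior. The other settings gave 0 at that threshold. At an adjusted p under 0.05 the main fit gave 0, and the trend and robust prior 487 lower and 258 higher. Centred fragments gave 972 and 411, recovered fragments over background 357 and 532, and −log10 q of at least 5 gave 140 and 69. The cause of the other changes was not tested.

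Ranks gave at most a weak sign that the replicate numbers pair the libraries. Deviations of same-numbered libraries correlated at 0.0172 to 0.0403 over the 6 pairs of time points, all small and all positive. List length and depth did follow the number, since replicate 1 had more peaks and a higher background at all 4 time points. In the splits by number, 2300 to 3394 regions were found only in the libraries of replicate 1 and 1010 to 1116 only in those of replicate 2. With the replicate block no region was called at 30 min, 902 were lower and 342 higher at 1 h, and 1905 lower and 860 higher at 2 h. The replicate block with the GC and length correction gave 739 lower and 251 higher at 1 h and 694 higher at 2 h. With the block, the odds ratio of distal regions was 1.86, that of CTCF regions 0.115, the core word differences 0.833 and −0.672, and the share near listed genes 6.49%. The similarity and the lost and gained counts come from no model, so no block applies to them.

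The correlation of shifts fell to 0.529 with different 0 h libraries, because shared libraries add to it, and ranged from 0.676 to 0.786 without single replicates. The share of lower regions near the listed genes passed 0.05 at 50 kb (7.86%) and ranked by −log10 p (14.3%), and did not without single 30 min or 1 h replicates (5.19% to 6.49%). With each region counted once (8.33%) it also passed 0.05. There only the observed denominator fell while the median and 95th percentile of the random lists stayed the same, so that setting decides nothing. The comparison is therefore not settled, and the cause was not tested. The 26 distinct named regions had 52 alternatives with a test, the replicate block and the rank by −log10 p. Of these, 51 kept their direction and side of the threshold and 1, Endod1 with the replicate block, lost its call, while 7 of the 26 estimates ranked by −log10 p moved by more than the standard error. Of the 104 estimates without a 0 h or 2 h replicate, 76 moved by less than the standard error, 27 by more and 1 reversed: the estimate near Ccnb1, not past the threshold, ranged from −1.03 to 0.0109 over the fits without a 0 h or 2 h replicate, the last without 2 h replicate 1. Depth limits weak regions, which had a median of about 9.0 fragments among regions gained at 2 h.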

Other observations

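Tests chosen only after their results were seen were the count over other pairings, those on gained against lost regions, the fragments of higher regions, the comparison of AP-1 sites in higher and lower regions, and those on Ikzf1 exons.

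The share of tested regions lower at 2 h was 4.71% here. That is lower than the value quoted from the study above. How much lower depends on the scale: the share was 2.76% ranked among all peaks of a list, 6.27% over regions in at least 2 libraries, 6.83% with a mean trend and robust prior, 7.44% on recovered fragments and 10.0% on centred fragments. Among distal regions it was 5.36%. That is lower than the value quoted for enhancers, which were defined in another way. Among promoter regions it was 3.18%. That is lower than the value quoted for promoters. Every share except the 6.27% is over regions with a peak in all 8 libraries, which leaves out the 11581 regions lost at 2 h. The 6.27% includes lost regions, with a missing peak at the lowest rank, and it too is lower than the quoted value. No count model was used, so none of these shares is on the same basis as the quoted values.

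The 8 libraries were regrouped into pairs to ask how often other pairings give as many regions that differ between the 4 pairs. Only the real pairing, 1 of the 100 drawn, gave as many (1208 regions). The next, with 856 and 762, each kept 2 time points together.

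More regions were gained than lost at 2 h. Deeper sequencing at 2 h cannot be told apart from other causes: the mean background was 0.327 at 2 h and 0.3245 at 0 h, but the 0 h libraries lay on either side of both 2 h libraries (0.389 and 0.26 against 0.337 and 0.317). A weak 0 h library may contribute: without 0 h replicate 2 the gained share was 46.6%, in a comparison of 1 library against 2. Against the deeper 0 h library alone, 2 of 2 libraries of 2 h had more regions of their own (36772 against 27330, and 33216 against 28718), but in all 6 comparisons of a treated library with that library the longer list had more. A weak 0 h library therefore cannot be told apart from other causes of the longer 2 h lists. Lists of equal length gave 47.4%, but equal length ties gains to losses by construction. Peaks near the calling threshold cannot be told apart from other causes, since regions that had no peak at the other time went opposite ways under the limits tried: with over 20 fragments at the summit the gained share was 37.1% (791 gained, 1343 lost), while with −log10 q of at least 5 in both libraries 8502 were gained and 6405 lost. A better signal over background at 2 h stays open too. The median tested region rose by 0.202 (log2 of fragments over background), and the median of unchanged regions by 0.159, which goes with it, but the library medians met (5.946 and 6.115 at 0 h, 6.212 and 6.115 at 2 h). A biological gain was not tested and stays open.

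The higher regions had fewer Ikaros core words than unchanged ones, so other causes were considered. The drug acts on estrogen receptors and on sterol-binding proteins. An estrogen response element was present in 0.0916% of higher regions (1 of 1092, against 0 of 1092 unchanged regions of the same GC content), and a sterol response element in 1.19% against 0.733% (Fisher's exact test, p = 0.381), so neither accounts for the class. GC content bias as the whole cause is argued against, since 927 regions were higher and 1975 lower after correction for GC content and length, of which 810 and 1781 were among those called before it. AP-1 sites, which handling stress may open, were more frequent in higher than in unchanged regions (7.78% against 4.67%, odds ratio 1.72, Fisher's exact test, adjusted p = 0.00716). Lower regions had an excess as well (6.65% against 4.61%), and among distal regions the odds ratio of higher against lower regions was 1.18 (p = 0.287, Fisher's exact test). Whether AP-1 sites set higher regions apart cannot be told apart from chance with 79 such distal regions. Stress therefore stays open. The motif comparisons with unchanged regions, above and below, were matched on GC content alone. Promoters made up 11.8% of higher, 20.2% of lower and, before that match, 41.0% of unchanged regions. Position may therefore contribute to each of these motif differences, AP-1 included. Of the other motifs, Runt (38.4% against 26.3%), E-box (39.7% against 30.2%) and EBF (5.13% against 2.2%) were enriched in higher regions, and Forkhead (4.85% against 3.66%) and KLF (12.7% against 10.7%) were not at an adjusted p under 0.05. In lower regions Runt (35.5% against 27.9%), E-box (33.6% against 30.3%) and EBF (5.98% against 1.95%) were enriched, Forkhead was depleted (2.39% against 4.08%), and KLF (10.8% against 12.7%), the sterol element (0.576% against 1.06%) and the estrogen element (absent from both) did not differ. A rise in rank only because other regions fell is argued against: 1035 of the 1092 higher regions were also past the threshold on fragments over background, with a median rise of 1.58 (log2) against 0.202 for all tested regions. Their median fragments at the summit were 10.0 and 7.0 at 0 h and 33.0 and 30.0 at 2 h. Lower regions started high and higher regions low at 0 h (median percentiles 80.0 and 13.1). Both classes were selected on their shift from 0 h, and a large fall needs a high start and a large rise a low one. The gap at 0 h therefore cannot show whether the classes differ in more than their response.

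The excess of core words in lower regions was 0.853 per 100 bp. It was 0.828 without regions that have an EBF site, whose motif contains the words, 0.862 against windows of the same GC content and 0.868 among distal regions alone, so none of these accounts for it. None of these checks matched regions on their percentile at 0 h, so starting strength may contribute. GGAA is also the core of ETS sites. GGGA and TCCC, which are not, were in excess by 0.316. That count includes GGGAA and TTCCC, which contain GGAA or TTCC and were in excess by 0.151. The rest of the 0.316 lies outside such words, so ETS cores are not the whole cause. EBF sites were not removed from this count. A higher density of Ikaros sites in regions that close is consistent with these values, as a hypothesis: binding was not analysed here.

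Ikzf1 was singled out after its peaks had been seen. Of its 8 coding exons over 1 kb from a start site, 6 had a peak that lay within 10 bp of the exon's borders and covered at least 50.0% of it in all 8 libraries, for example the exon at chromosome 11, 11748311 to 11748571. In the genome 28 of 174499 such exons (0.016%) had one, and no other gene had more than 1. A candidate explanation is the transduced Ikaros cDNA, which has exons without introns, and 6 such exons already present at 0 h go with it. Accessible exons of the chromosomal gene are argued against by the maximum of 1 in any other gene. Peaks in these exons would then measure the construct and not the chromosomal gene. Esr1 had 1 of 10 such exons, and the sequence of the construct's receptor part was not analysed here.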
